A study of Saccharomyces cerevisiae BY4741 with 6 samples.

How the data were processed

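Poly(A)-selected RNA from 6 cultures of the budding yeast Saccharomyces cerevisiae was sequenced as strand-specific libraries, per the labels' protocols. There were 3 cultures of the wild-type laboratory strain BY4741 and 3 of a strain of the same background in which PEX3 is replaced by the kanMX4 resistance cassette. All were grown in shake flasks on mineral medium with acetate as carbon source and harvested during growth, per the labels' protocols. The deposited table holds raw read counts per gene or RNA feature, one column per library. Each column was matched to the sample whose title has the same strain and number as the column name. All 6 columns were used. The aligner, the counting tool, the genome build, the annotation and any filter the authors applied are not stated in the labels or the file header.

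The deposited counts cover 5631 rows, with totals per library from 6782522 to 9410398. The smallest total of a row over the 6 libraries was 62 counts, and features with fewer were not analysed here. A single row held a 0 in any library. PEX3 (YDR329C) was not analysed here, and the fold change of the deleted gene that had been planned as a check of the labels was therefore not computed. The strain labels were taken as given. Of the rows, 5522 matched a locus tag of the RefSeq annotation of the S. cerevisiae R64 assembly, which supplied gene symbols, and 109 kept the identifier of the table. Because no build is named, no coordinates are printed. The systematic names of yeast genes give the chromosome by their second letter and the arm by the third. Counts were identical in all libraries for 34 rows that form groups of repeated genes, among them the ribosomal DNA rows with more than one copy. Strand-specific libraries were made, but whether the counting used the strand is not stated.

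Counts were tested with edgeR 4.0.16 in R 4.3.3 by the quasi-likelihood test (glmQLFit and glmQLFTest), with TMM factors and a design of strain alone. filterByExpr removed 3 rows and left 5628. Adjusted p-values are Benjamini-Hochberg values over those rows and the threshold was 0.05. The standard error (SE) of a log2 fold change was taken as its size divided by the square root of the quasi-likelihood F statistic. Positive fold changes mean higher in the deletion strain. Expression is given as TMM-scaled CPM, the count scaled to a common library size, with mean ± SD. The log2 CPM used for correlations, principal components and list means carried a prior count of 2.

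A set of 8 gene lists was written from general knowledge of yeast metabolism before the data were examined. The lists held peroxins, peroxisomal enzymes and transporters, genes of acetate use with the glyoxylate cycle and gluconeogenesis, TCA cycle genes, nuclear-encoded respiratory chain genes, lysine synthesis genes, arginine genes and cytosolic chaperones. Each was tested against the remaining genes with camera of limma 3.58.1, with the inter-gene correlation preset to 0.01 and Benjamini-Hochberg adjustment over the 8 lists. A list mean of log2 CPM per library was also compared between strains with a two-sided exact permutation test, whose smallest possible p with 3 against 3 libraries is 0.1. The rule for naming genes was also set before the data were examined. It took the genes next to PEX3, markers of the strain background, up to 6 called genes per direction with the largest change, a mean count of at least 50 in at least 1 strain and no overlap between the strains, and up to 4 called members of each list.

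The alternatives fixed beforehand were DESeq2 1.42.0, limma voom, RLE and upper quartile factors, library totals only, no filter, a mean count of at least 50, a threshold of 0.01, the replicate number as a block, leaving out each library in turn, camera with the correlation estimated from the data, and the rotation test fry. Corrections for gene length and GC content, the block together with the length correction, voom with sample quality weights, and leaving out ribosomal DNA rows and repeated copies were chosen after seeing the data. The length and GC corrections subtracted, per library, a loess curve (span 0.3) of the log2 CPM deviation on the property, taken from the R64 sequence. The replicate numbers that pair cultures come from the sample titles and from the numbers in the column names. Similarity between genes was searched with BLAST+ 2.17.0 among the R64 gene sequences.

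The edgeR test was checked on simulated counts with the means, dispersions and library sizes of these data. It called 93.9% of 99 genes changed by 1 on the log2 scale and 48% of 100 genes changed by 0.5, and 3.4% of its 146 calls among 5616 tested genes had no simulated change. More genes were called there than the 10 of the real data, which eases the adjusted threshold and can raise these shares. In simulated data without any change, 1 of 5620 genes was called. With independent genes, camera gave an unadjusted p under 0.05 for 3.5% of random lists, drawn from 5628 genes. Correlation between genes was not simulated.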

Results

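The series measured the poly(A) transcriptome of S. cerevisiae BY4741 and of its pex3 deletion strain, each in 3 biological replicates. Pex3 is a membrane protein needed for the formation of peroxisomes, so the deletion strain lacks functional peroxisomes. Acetate was used as carbon source because growth on it relieves the glucose repression of many genes for peroxisomal proteins. The comparison of the strains addresses whether the loss of peroxisomes changes the transcriptome under this condition.

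The total count per library ranged from 6782522 in wild-type replicate 2 to 9410398 in wild-type replicate 3. The wild-type replicate 1 library held 7539263 counts, and the deletion libraries held 8027186, 9395281 and 7682260 counts in replicates 1, 2 and 3. TMM factors lay between 0.991 and 1.007. The 10 most abundant rows took between 8% and 8.9% of the counts of a library. No library pair agreed within sampling noise, since the chi-square statistic per degree of freedom was at least 6.79 for every pair, and all 6 libraries were treated as separate replicates.

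Pearson correlations of log2 CPM between libraries, computed across genes, which are not independent replicates, were 0.974 or higher. Within the wild type, replicates 2 and 3 correlated at 0.993, while replicate 1 correlated with them at 0.985 and 0.98. Within the deletion strain the coefficients were 0.991, 0.984 and 0.993. The lowest coefficient, 0.974, was between wild-type replicate 1 and deletion replicate 1. The first principal component carried 43.6% of the variance and did not separate the strains. Wild-type replicate 1 lay at 20.49 on it, deletion replicate 1 at -12.25, and the remaining libraries between -6.2 and 1.56. The second component, with 22.7% of the variance, placed the deletion libraries at 7.06, 1.38 and 8.5 and the wild-type libraries at 2.86, -11.14 and -8.67, so that wild-type replicate 1 fell among the deletion libraries. The libraries also differed in how expression depended on gene length. The Spearman correlation, across genes, between gene length and a library's deviation from the mean log2 CPM was 0.324 in wild-type replicate 1, -0.381 in wild-type replicate 3 and between -0.143 and 0.152 in the deletion libraries. No sequencing batch is given in the labels.

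The deleted gene PEX3 was not analysed here, and the strain labels were taken as given. The a-factor receptor gene STE3 and the alpha-factor gene MF(ALPHA)1, which are alpha-specific, were low in both strains. STE3 measured 29.6 ± 3.36 CPM in the wild type and 27.9 ± 1.72 CPM in the deletion strain, and MF(ALPHA)1 measured 12.5 ± 0.647 and 8.94 ± 3.13 CPM (SD, n = 3 each). The a-specific receptor gene STE2 measured 268 ± 11.4 CPM in the wild type and 246 ± 14.3 CPM in the deletion strain (SD, n = 3 each). The libraries of the strains overlapped for STE2, and its edgeR adjusted p was 0.615. HIS3, partly deleted in both strains, measured 61.7 ± 11.4 and 61.7 ± 9.51 CPM (SD, n = 3 each). LEU2, MET15 and URA3 were not analysed here. The genes on either side of PEX3 did not differ between strains. SKP1 (YDR328C) changed by 0.02 on the log2 scale (SE 0.08, edgeR adjusted p 0.96) and UBX5 (YDR330W) by -0.11 (SE 0.11, edgeR adjusted p 0.74).

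Across 5628 tested genes the strains differed little. In the edgeR quasi-likelihood test, 8 genes were higher and 2 were lower in the deletion strain at an adjusted p under 0.05. Of these, 4 were at least 2-fold higher, namely EEB1, POX1, YBL113C and POT1, and 0 were at least 2-fold lower. The biological coefficient of variation common to all genes was 11.4%. An unadjusted p under 0.05 was reached by 511 genes, of which 221 were higher and 290 were lower. The libraries of the strains did not overlap for 926 genes, or 16.5% of those tested, where chance gives 10% for 3 against 3. The median log2 fold change over all tested genes was 0.006. When the replicate number was added as a block, the same test called 1 gene, EEB1, higher and 0 lower, and 401 genes had an unadjusted p under 0.05. The deviations of same-numbered libraries from their strain means correlated at -0.16, 0.23 and -0.26 for replicates 1, 2 and 3, with a mean of -0.06, against a mean of 0.04 for libraries with different numbers. The alternative that moved the calls most among those fixed beforehand was DESeq2, which called 26 genes higher and 32 lower, with all 10 edgeR calls among them.

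**Figure D1:**
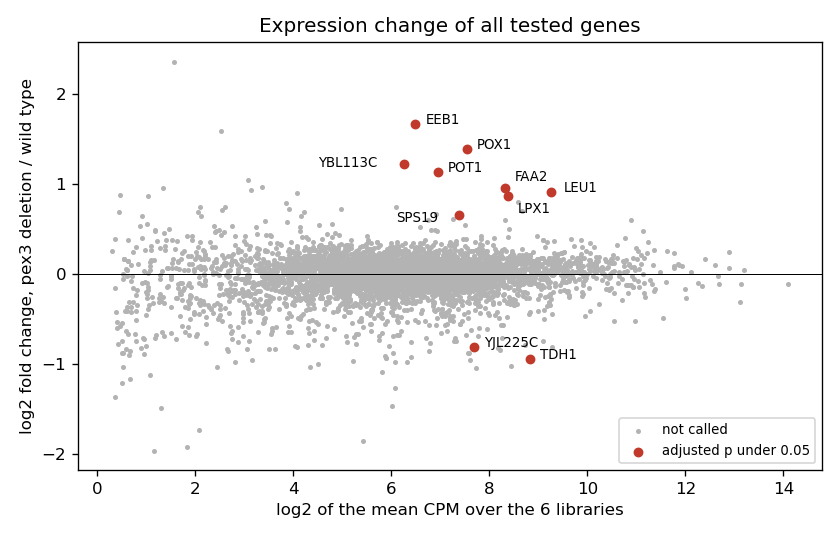
Log2 fold change of the pex3 deletion strain over the wild type (vertical axis) against the log2 of the mean CPM over the 6 libraries (horizontal axis), one point per tested gene. The 10 genes with an edgeR adjusted p under 0.05 are shown larger and named, with 8 above and 2 below 0.

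EEB1 (YPL095C), which encodes an acyltransferase that forms ethyl esters of medium-chain fatty acids, showed the largest called change. It rose from 43.1 ± 1.3 CPM in the wild type to 137 ± 6.91 CPM in the deletion strain (SD, n = 3 each). Its log2 fold change was 1.67 (SE 0.07), with an edgeR adjusted p of 8.53e-05 and of 0.0155 with the replicate block. POX1 (YGL205W), the acyl-CoA oxidase of peroxisomal beta-oxidation, rose from 103.4 ± 14.6 to 270.1 ± 12 CPM (SD, n = 3 each), a log2 fold change of 1.38 (SE 0.11, edgeR adjusted p 0.00431). POT1 (YIL160C), the 3-ketoacyl-CoA thiolase of the same pathway, rose from 77.3 ± 15.9 to 168.9 ± 14.1 CPM (SD, n = 3 each), a log2 fold change of 1.13 (SE 0.14, edgeR adjusted p 0.027). With the replicate block, the adjusted p was 0.0743 for POX1 and 0.301 for POT1.

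Among the other called genes, FAA2 (YER015W), a peroxisomal acyl-CoA synthetase gene, had a log2 fold change of 0.95. The peroxisomal lipase gene LPX1 (YOR084W) changed by 0.86, and SPS19 (YNL202W), a peroxisomal 2,4-dienoyl-CoA reductase gene, by 0.66. LEU1 (YGL009C), which encodes the isopropylmalate isomerase of leucine synthesis, changed by 0.91. The edgeR adjusted p of these 4 genes ranged from 0.0101 to 0.027. R64 places YER014C-A over FAA2 on the opposite strand, and because the use of strand in the counting is not stated, the value of FAA2 is uncertain. The largest fall was that of the glyceraldehyde-3-phosphate dehydrogenase gene TDH1 (YJL052W), from 602 ± 37.1 to 314 ± 32 CPM (SD, n = 3 each), a log2 fold change of -0.94 (SE 0.10, edgeR adjusted p 0.0101). TDH1 is 90.2% identical to TDH2 over its whole length, so reads of the pair can be shared and its value is uncertain. YBL113C and YJL225C, both from the subtelomeric Y' repeat family, went in opposite directions. YBL113C rose by 1.22 on the log2 scale (SE 0.11, edgeR adjusted p 0.00582), and YJL225C fell by 0.81 (SE 0.09, edgeR adjusted p 0.0134). YBL113C is 92.8% identical to YJL225C over 79.8% of its length, and in R64 it also overlaps YBL112C on the same strand, so the values of these genes are uncertain. With the replicate block, the adjusted p of the 9 calls other than EEB1 lay between 0.0743 and 0.301.

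**Figure D2:**
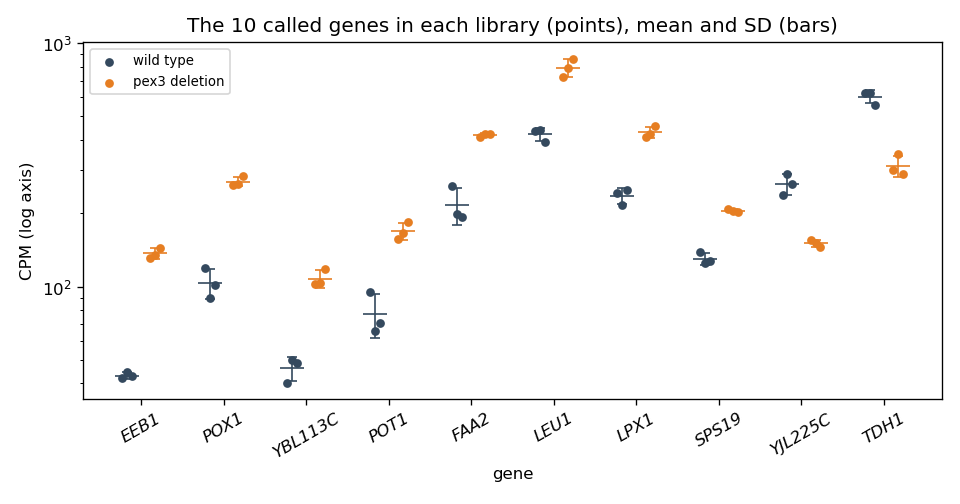
CPM on a log axis for the 10 called genes in each of the 3 wild-type and 3 pex3 deletion libraries; points are libraries, horizontal bars are means and whiskers are SD. The strains do not overlap for any of the 10 genes, and EEB1 lies between 42 and 44.5 CPM in the wild type and between 131.2 and 144.6 CPM in the deletion strain.

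The 8 gene lists were compared next. Among 29 genes for peroxisomal enzymes and transporters, 20 were higher and 9 lower in the deletion strain, with a median log2 fold change of 0.12 and a range from -0.44 to 1.38. Of these, 5 passed an edgeR adjusted p of 0.05 over all genes (POX1, POT1, FAA2, LPX1 and SPS19), and 12 passed when the adjustment was made over the list alone. GPD1 and PNC1, named after their values were seen, were among the 12 and were lower, with log2 fold changes of -0.44 and -0.31. The camera test gave this list an adjusted p of 4.69e-14, and of 1.14e-13 with the replicate block. The 19 cytosolic chaperone genes moved the other way, with 15 lower, a median of -0.17 and a camera adjusted p of 1.71e-06, or 2.61e-06 with the block. Of these chaperone genes, 0 passed over all genes, 4 passed over the list alone (HSP26, SSE2, SSA4 and BTN2, named after their values were seen) and 8 had an unadjusted p under 0.05. TCA cycle genes were higher in 15 of 17 cases with a median of 0.08 and a camera adjusted p of 0.0201, or 0.0231 with the block. For these 3 lists the camera result rested on the preset correlation of 0.01 between genes. With the correlation estimated from the data, the camera adjusted p was 0.171 for the peroxisomal enzymes, 0.171 for the chaperones and 0.713 for the TCA cycle. The fry test gave 0.0723, 0.0723 and 0.347.

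The mean log2 CPM of the peroxisomal enzyme list, relative to the wild-type mean, was 0.1, -0.042 and -0.058 in the wild-type libraries and 0.14, 0.27 and 0.36 in the deletion libraries. All 3 deletion libraries lay above all 3 wild-type libraries, which in an exact permutation test gives p = 0.1 (two-sided, n = 3 against 3), the smallest value this design allows. The chaperone list averaged -0.013, 0.07 and -0.057 in the wild type and -0.27, -0.17 and -0.17 in the deletion strain, with the same exact p of 0.1. After Benjamini-Hochberg adjustment over the 8 lists both exact p-values were 0.4. The TCA cycle list overlapped between strains, with an exact permutation p of 0.2 (n = 3 against 3).

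The other 5 lists did not pass the camera test, and their library means overlapped between strains. The 30 peroxin genes tested without PEX3 had a median log2 fold change of 0.018, with single values from -0.32 to 0.41, and a camera adjusted p of 0.304. The 17 genes of acetate use, the glyoxylate cycle and gluconeogenesis, including ICL1, MLS1 and ACS1, had a median of -0.031 (camera adjusted p 0.304). The medians were 0.037 for the respiratory chain (camera adjusted p 0.304), 0.071 for lysine synthesis (0.215) and -0.069 for arginine metabolism (0.304). Peroxins were higher in 18 of 30 cases, acetate use genes in 6 of 17, respiratory chain genes in 13 of 17, lysine synthesis genes in 10 of 10 and arginine genes in 3 of 11. The exact permutation p of the lysine synthesis list mean was 0.4 (n = 3 against 3). With the replicate block the camera adjusted p of these 5 lists lay between 0.166 and 0.292. Of their members, 0 passed an adjusted p of 0.05, whether over all genes or over each list alone, and 3 had an unadjusted p under 0.05, all of them peroxins (PEX5, PEX6 and PEX18, named after their values were seen). The medians of all 8 lists kept their sign with RLE factors, upper quartile factors and library totals only, settings that hardly move fold changes here. Leaving out single libraries did reverse some signs. Without wild-type replicate 1 the medians were -0.004 for peroxins and -0.067 for the respiratory chain, and without deletion replicate 1 that of acetate use was 0.06.

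**Figure D3:**
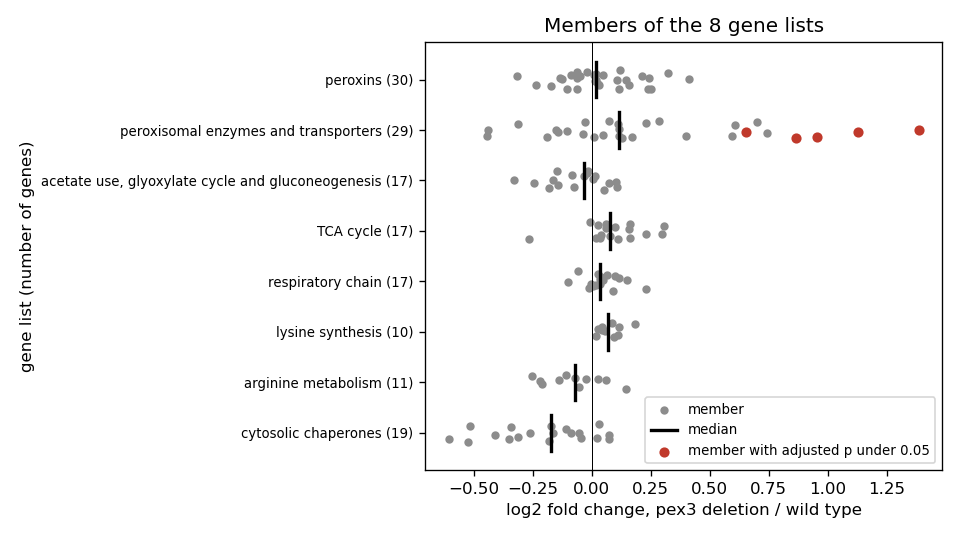
Log2 fold change of the pex3 deletion strain over the wild type (horizontal axis) for each member of the 8 gene lists (vertical axis, number of genes in brackets), with the list median as a black bar. Members with an adjusted p under 0.05 over all genes (larger red points) occur in the peroxisomal enzyme list, where they lie between 0.66 and 1.38, and the chaperone list is centred at -0.17.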

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

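The alternatives named in the methods as chosen after seeing the data are the length and GC corrections, the block with the length correction, the quality weights and the removal of repeated rows. For each change given here, the cause was not tested unless a value is given for it. The planned value of the PEX3 fold change was not computed under any setting, and list tests were not run with DESeq2.

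The 10 called genes were the same genes under limma voom, RLE factors, upper quartile factors, library totals only, no filter, a mean count of at least 50 and removal of repeated rows. Testing without a filter could move little, since filterByExpr removed 3 rows, while the mean count of at least 50 left 5351 tested. Library totals only could also move little, since the TMM factors lay between 0.991 and 1.007. RLE and upper quartile factors hardly moved fold changes, with POX1 at 1.378 and 1.398 against 1.384. All 10 were also called with the length correction and with the GC correction, each of which called 11 genes, with BAT1 added. DESeq2 called 26 genes higher, 32 lower and 2 at least 2-fold lower, and the quality weights called 28 higher, 39 lower and 4 at least 2-fold lower. Both of these larger sets held all 10 genes. A threshold of 0.01 left 3 genes higher and 0 lower, where 511 had an unadjusted p under 0.05. The replicate block left 1 higher, 0 lower and 1 at least 2-fold higher, with 401 at an unadjusted p under 0.05, and the block with the length correction called 6 higher and 1 lower.

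Across the 6 fits that each left out 1 library, from 3 to 12 genes were higher, from 0 to 5 lower and from 0 to 2 at least 2-fold lower, with 301 to 799 at an unadjusted p under 0.05. EEB1, POX1 and YBL113C were called in all 6 of these fits, TDH1 in 4, LPX1 in 3, LEU1, SPS19 and YJL225C in 2, and FAA2 and POT1 in 1. Each of these fits, like the block, has fewer residual degrees of freedom than the main fit, so some lost calls can come from that. Over 19 alternatives that refit the genes, the 10 called genes gave 190 values, of which 39 were no longer past 0.05 and 0 reversed. EEB1 passed under all 19.

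The list medians were the same under camera with estimated correlation and fry as with the preset correlation, 0.117 for peroxisomal enzymes, 0.079 for the TCA cycle and -0.173 for chaperones, but those lists no longer passed under either. Leaving out each library moved the TCA cycle median from 0.039 to 0.101, with an adjusted p over 0.05 in 3 of the 6 fits. It moved the peroxin median from -0.004 to 0.051, the respiratory chain from -0.067 to 0.151, acetate use from -0.116 to 0.06, lysine synthesis from 0.003 to 0.116 and arginine metabolism from -0.185 to -0.01. The respiratory chain, acetate use, lysine and arginine lists each passed in 1 of those fits, so they depend on which library is left out. The peroxisomal enzyme and chaperone lists kept their direction and passed camera in all 6.

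At the dispersion, depth and replicate number of these data, the simulated test found 93.9% of 99 genes changed by 1 on the log2 scale and 48% of 100 genes changed by 0.5, so smaller changes can be missed. The simulation gave 146 calls against 10 in the real data, and more changed genes ease the adjusted threshold. These shares can therefore overstate the power here. RTS3 and SGA1, named after their values were seen, changed by -1.26 and -1.03 but were not called (edgeR adjusted p 0.0963 each). Depth and replicate number were not varied separately. Features with a total under 62 counts were not analysed here.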

Other observations

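All tests in this part were chosen after the results they examine had been seen, and genes named here but not in the report were chosen after their values were seen. The number of 3 libraries per strain allows 10 splits of the 6 libraries, of which 4 part all same-numbered pairs, so no count of splits can reach a share under 0.05. The other 6 splits keep 2 of the same-numbered pairs together.

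For the number of genes higher, 1 of the 4 splits, the real one, gave as many, and the same held for genes lower and for genes at least 2-fold higher. None of the 9 other splits called any gene, although they gave from 18 to 613 genes with an unadjusted p under 0.05. The 0 genes at least 2-fold lower were matched by all 4 splits. For the camera tests, 1 of the 4 splits gave as small a p for the peroxisomal enzymes. It was also 1 for the chaperones and 1 for the TCA cycle. However, a split outside the 4 gave the TCA cycle a smaller camera p, 0.00026 against 0.00753 in the real split. It put wild-type replicates 1 and 2 with deletion replicate 1. The counts were 2 of 4 for peroxins, 2 for lysine synthesis, 3 for the respiratory chain, 4 for acetate use and 4 for arginine metabolism. For the respiratory chain, which did not pass the camera test between the strains (adjusted p 0.304), the camera p from the preset correlation reached 9.27e-08 in the split of wild-type replicate 1 with deletion replicates 2 and 3. The camera p of the peroxisomal enzyme list was 7.41e-08 in the same split, against 5.86e-15 in the real one. That split has deletion replicates 2 and 3 on one side, so a strain difference can enter this value in part. The preset correlation of 0.01 did not hold the respiratory chain p-value down. The camera results for the real split therefore carry less weight than their size.

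The rise of the peroxisomal enzyme list was set against technical explanations. Its median log2 fold change was 0.117, and it was 0.13 after correction for gene length and 0.147 after correction for GC content. It was 0.156 without wild-type replicate 1 and 0.113 with library totals only, but neither could have lowered it much: that library has the highest wild-type mean for this list, and the TMM factors were close to 1. Members that vary together between libraries remain a possible explanation for the small camera p, since the adjusted p was 0.171 once the correlation was estimated, against a range from 3.73e-26 to 0.171 over its alternatives. The chaperone median was -0.165 with the length correction, -0.157 with the GC correction, -0.142 without wild-type replicate 1 and -0.177 with library totals only. The last 2 checks decide little, since that library lies near the wild-type mean for this list and the TMM factors were close to 1. Its adjusted p with the correlation estimated was 0.171, in a range from 6.71e-07 to 0.171. Without adjustment over the 8 lists, the estimated-correlation camera p was 0.0359 for the peroxisomal enzymes and 0.0427 for the chaperones, and the fry p was 0.0181 and 0.0119. As whole lists, neither could be told apart from shared variation between cultures after adjustment in this design of 3 against 3, and growth state at harvest was not tested. The 5 peroxisomal enzyme genes called singly over all genes do not rest on the list tests, but growth state was not tested for them either. With the replicate block, their edgeR adjusted p lay between 0.0743 and 0.301.

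The peroxisomal enzyme list was divided by function. The 13 members that take part in the activation, import or oxidation of fatty acids had a median log2 fold change of 0.61, with 4 of them called over all genes, and the other 16 members had a median of 0.042. The other members included the called gene LPX1, at 0.86, and 5 of them had an unadjusted p under 0.05. Of the 13, 11 were higher, the exceptions being PXA1 and FAT1. Wild-type replicate 1 was the highest wild-type library for these genes, at 0.24 above the wild-type mean, and the deletion libraries lay at 0.43, 0.52 and 0.62. This division was made after the values were seen, so it is no independent test, and the exact permutation p for the 13 genes was 0.1 (n = 3 against 3), the smallest possible. Among the glyoxylate cycle genes in the same list, MLS1 and CIT2 changed by 0.07 and -0.14, both within the replicate spread (edgeR adjusted p 0.8 and 0.864). Further members, MDH3 and DAL7, changed by 0.13 and -0.11 (edgeR adjusted p 0.589 and 0.751).

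LEU1 was the only called gene of leucine synthesis, but BAT1, OAC1, MAE1 and ILV5 of the same branched-chain amino acid pathway or its known regulator Leu3 ranked high, with log2 fold changes of 0.80, 0.60, 0.39 and 0.48. A hypothesis is that Leu3 targets may rise together in the deletion strain. It was tested on 6 further genes not picked by rank (LEU4, LEU9, ILV2, ILV3, ILV6 and GDH1). Of these, 5 were higher, with a median of 0.23, and 3 (LEU9, ILV2 and GDH1) had an unadjusted p under 0.05, but the fry p over the 6 genes was 0.149, and 2 of the 4 splits gave as small a p. Their median was 0.248 after the length correction. It was 0.242 without wild-type replicate 1, which has the highest wild-type mean for these genes, so that check decides little. The hypothesis did not pass its test. DESeq2 and the quality-weighted fit both called LEU1, BAT1, OAC1, MAE1 and ILV5, which were the genes chosen by rank.

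The number of calls depended on single libraries. Leaving out wild-type replicate 1 gave 15 calls, against 10 from all libraries and 3 to 12 from leaving out any other library. The 5 added genes were TKL2, OAC1, FOX2, TPO1 and ECI1. Wild-type replicate 1 may therefore widen the spread. The genes at an unadjusted p under 0.05 did not go with this. They fell from 511 to 428 without wild-type replicate 1. They rose to 799 without wild-type replicate 3 and to 588 without deletion replicate 3, and were 301 to 332 in the remaining fits. The quality weights gave wild-type replicate 1 the lowest weight, 0.35, with deletion replicate 1 at 0.47 and deletion replicate 2 the highest, 4.85. Correcting for gene length gave 11 calls, so length bias alone did not account for the low number. DESeq2 and the quality-weighted fit shared 51 calls, of which 24 were higher and 27 lower, and 9 of the 24 belonged to the peroxisomal enzyme list.

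The loss of calls under the replicate block was followed further. The block leaves fewer residual degrees of freedom, which can raise p-values by itself. Fold changes hardly moved under it, from 1.128 to 1.143 for POT1 and from 0.906 to 0.904 for LEU1. With the length correction the block gave 7 calls in place of 1, all among the original 10, so length bias between libraries may also contribute to that loss. The replicate numbers themselves were checked by pairing the 3 wild-type libraries with the 3 deletion libraries in all 6 possible ways. The pairing of the labels gave 279 genes with an unadjusted p under 0.05 for the replicate term and 0 at an adjusted p under 0.05, and 3 of the 6 pairings, the labelled one included, gave as many. The strain term called between 1 and 18 genes across the pairings, fewest under the labels. Over all tested genes, 18% had the same order of replicate numbers in both strains under the labels, where chance gives 16.7%, and the other pairings gave 11.4% to 24.1%. Genes with the same order exist, such as PHO84, at 2.13, 24.45 and 16.3 CPM in wild-type replicates 1, 2 and 3 and at 8.92, 32.95 and 26.8 CPM in the deletion strain (adjusted p of the replicate term 0.676), and HIS3 (0.835). Whether the numbers mark cultures grown side by side was not settled by these counts.

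The opposite changes of the Y' family genes YBL113C and YJL225C could come from reads shared between near-identical copies, since YBL113C is 92.8% identical to YJL225C. The table holds 23 rows at least 90% identical to either over 500 bases or more, of which 10 were higher and 13 lower. YRF1-1, YRF1-5 and YRF1-8 carry the same count as one another in every library, so reads may have been shared out or counted at each copy. The sum over the family changed by -0.09 on the log2 scale (SE 0.08, edgeR adjusted p 0.708). YRF1-4 and YPR204W, with mean counts of 6305 and 5862, weigh most in that sum. YBL113C and YJL225C had mean counts of 632 and 1671, so the sum decides little about this pair. YBL111C, near YBL113C on the left arm of the same chromosome, changed by 1.59 with an adjusted p of 0.361. A difference in subtelomeric copies between the 2 stock strains would give the same values, and these data cannot separate it from an effect of the deletion.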
